A study of Mus musculus with 12 samples. Its data were reported in "Nonclassical action of Ku70 promotes Treg-suppressive function through a FOXP3-dependent mechanism in lung adenocarcinoma" (2024).

How the data were processed

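FOXP3 was profiled in WT and Ku70-deficient mouse Tregs and Ku70 in Tregs and Tconv cells, with 2 replicates and 1 input per set. According to their methods, the authors trimmed reads with trim_galore, mapped them to mm10 with Bowtie2, removed duplicates with picard and called peaks with MACS2 on the pooled replicates of a set against its input, at a p-value of 0.05 without a shifting model; the versions are not stated. The 4 deposited lists, 1 per set, were the material. In the deposited lists the signal column is the fold enrichment (ratio) of the summit over the local background. The authors' lists also give the −log10 p-value and the −log10 q-value of each summit, and the deposited summit offset is the distance in bp from the start of the region to the summit. Depth per sample is not in the lists and was not analysed here.

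Samples were grouped by their labels. Region names inside the lists carry the words iTreg, Teff and CKO where the labels say Treg, Tconv and KO; the labels were followed, and the difference was not resolved. Summits of one region were combined, keeping the strongest, so a region is counted once. The overlap of a pair of lists was the share of the first list's regions that overlapped a region of the second by at least 1 bp, with 95% Wilson intervals. Each share was set against 1000 random placements of the first list's regions, with the same widths and chromosomes and outside assembly gaps (seed 11), and the number of placements that reached the observed value was counted, one-sided. Ku70 overlap of FOXP3 regions absent from or present in the KO list was compared with Fisher's exact test, two-sided. Summits were annotated with GENCODE M21 (55450 genes, 21951 of them protein-coding), in the order promoter within 3 kb of a transcription start, UTR, exon, intron and intergenic. Gene overlaps counted genes with a summit inside or within 3 kb. Forkhead cores were sought on both strands within 50 bp of the summit and in windows 1 kb away, with an exact two-sided sign test of summit against upstream window, adjusted by the method of Benjamini and Hochberg over 24 tests. The wider core was also read backwards, and its counts were compared with those of the core by Fisher's exact test, two-sided, adjusted by the same method over the 4 lists.

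A summit was called multi-copy when the 31 bases around it occurred more than once in the genome, on either strand. For mitochondrial regions, bases covered by every other list were counted and set against the same placements. The mitochondrial genome was aligned to the nuclear genome with BLAST 2.17.0. Near copies of regions with single-copy summits were alignments with at least 90% identity over 80% of the region, compared with 200 unshared regions. That search covered every sequence of the reference, patches and alternate sequences included. Only hits at the region's own place on its chromosome were left out, so an alternate version of the same locus could count as a copy. Unplaced contigs were left out of placement, annotation and sequence steps because their names had no counterpart in the reference used. Reads and signal tracks were not analysed here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9 were used.

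The comparisons, the 17 preset genes and most alternatives were fixed before the data were examined. Single regions named were, for each list, the 3 with the highest −log10 q, with ties broken by −log10 p, fold and position, and the 3 highest by the same order among the regions shared in each comparison and among WT FOXP3 regions absent from the KO list with a Ku70 overlap. The alternatives fixed in advance were other definitions of overlap, a minimum −log10 q of 2, the stronger part of each list, lists of equal size, autosomes and X alone, leaving out each chromosome, regions with at most 50% masked bases, regions within 10 kb merged, shifts by 10 to 100 kb or placement within the annotation class, genes in place of regions, and other windows, motifs and promoters. Single-copy summits, removal of the nuclear copy of mitochondrial DNA, and nearest genes, under several rules, were added after seeing the data. The placement test was tested on simulated data: in 200 simulated lists without added overlap it called 4.5% for FOXP3 and Ku70, 1.5% for Ku70 and 0.5% for WT and KO FOXP3, and in lists with 50 planted overlaps it called 100%. For nearest genes, lists without added overlap were called in 5.5%, 6.5% and 5.5%. The simulated lists were drawn by the same random placement as the reference, on autosomes and X only. They therefore check the calculation, and cannot show how the test behaves for lists clustered in repeated sequence or on mitochondrial DNA.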

Results

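The study profiled chromatin bound by the transcription factor FOXP3 and by Ku70, a DNA repair protein encoded by Xrcc6, in mouse regulatory T cells (Tregs) and conventional T cells (Tconv) with chromatin immunoprecipitation sequencing. The 12 samples formed 4 sets, each of 2 immunoprecipitated replicates and 1 input. FOXP3 was profiled in wild-type (WT) Tregs and in Tregs that lack Ku70 (KO), and Ku70 was profiled in Tregs and in Tconv cells. Each set was represented by 1 list of enriched regions called on its pooled replicates, so no spread between replicates could be given. Tests of overlap and placement therefore describe the lists and not the conditions, and all confidence intervals are 95% Wilson intervals that cover counting error only. The lists hold no read counts, and sequencing depth was not analysed here. Coordinates are those of the mm10 build.

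The Treg Ku70 list was the longest, with 5295 regions that covered 999.0 kb. The Tconv Ku70 list held 1791 regions over 361.2 kb. For FOXP3, 1751 regions over 323.5 kb were listed in WT Tregs and 544 regions over 109.7 kb in KO Tregs. Most regions were weak by the measures of the peak caller. The median fold enrichment over the local background was 2.06 for WT FOXP3, 2.19 for KO FOXP3, 2.04 for Treg Ku70 and 2.14 for Tconv Ku70. The corresponding median p-values of the summits were 0.0166, 0.0398, 0.0338 and 0.0110, before any correction. The −log10 q was 0, that is a q-value of 1, for 99.7% of the WT FOXP3 regions, 98.5% of the KO FOXP3 regions, 99.7% of the Treg Ku70 regions and 99.3% of the Tconv Ku70 regions. A q-value below 0.05 was reached by 3 WT FOXP3, 5 KO FOXP3, 14 Treg Ku70 and 3 Tconv Ku70 regions, of which 2, 3, 6 and 1 lay on mitochondrial DNA. One −log10 p value recurred at 719 WT FOXP3 summits (40.4%), another at 299 KO FOXP3 summits (51.6%) and another at 2485 Treg Ku70 summits (46.4%), whereas the commonest value in the Tconv Ku70 list was shared by 231 summits (12.6%). Among the alternatives, a minimum −log10 q of 2 changed these numbers most and left 2, 4, 10 and 2 regions, in the order of WT FOXP3, KO FOXP3, Treg Ku70 and Tconv Ku70.

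**Figure D1:**
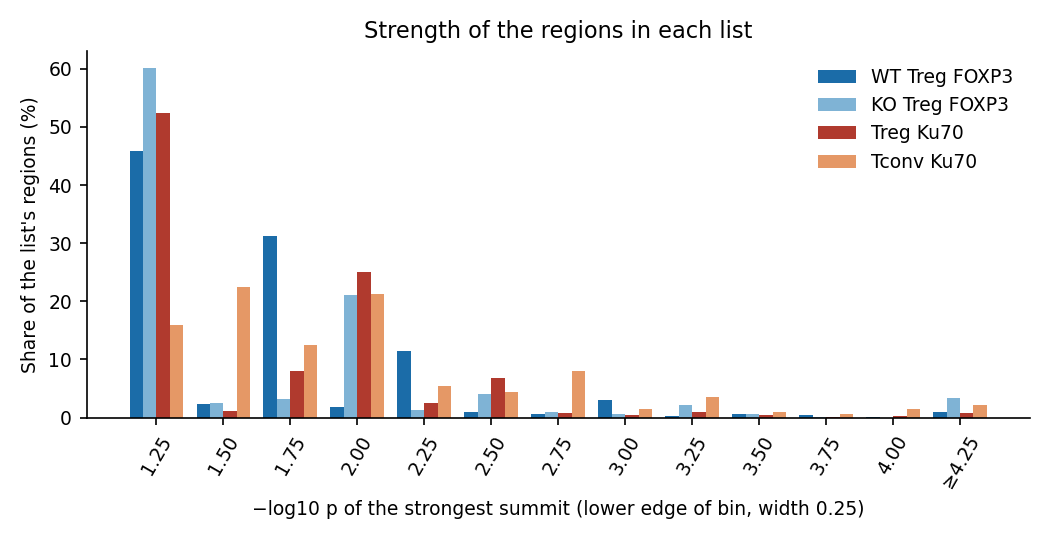
Share of the regions in each list (vertical axis, %) by the −log10 p of their strongest summit (horizontal axis, bins labelled by their lower edge), with 1 bar per list. The medians were 1.78 for WT FOXP3, 1.40 for KO FOXP3, 1.47 for Treg Ku70 and 1.96 for Tconv Ku70.

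The strongest WT FOXP3 regions lay at mitochondrial positions 5344 to 6850 (mt-Co1; fold enrichment 6.49, −log10 q 5.22), at mitochondrial positions 7033 to 7658 (mt-Co2; 4.49-fold, −log10 q 2.95) and on chromosome 1 at 24614942 to 24615538 (Gm28661; 4.54-fold, −log10 q 1.88). In the KO FOXP3 list the strongest region was again at mt-Co1, at mitochondrial positions 5352 to 6856 (8.46-fold, −log10 q 10.4), followed by chromosome 1 at 24614941 to 24616174 (7.71-fold, −log10 q 6.57) and mt-Cytb at mitochondrial positions 14149 to 15215 (6.32-fold, −log10 q 4.33). The Treg Ku70 list was led by mt-Co1 at mitochondrial positions 5058 to 6881 (5.78-fold, −log10 q 13.6), chromosome 1 at 24613203 to 24614794 (Gm28437; 7.06-fold, −log10 q 6.66) and mt-Cytb at mitochondrial positions 13983 to 15216 (5.24-fold, −log10 q 6.23). The strongest Tconv Ku70 region was at mt-Co1, at mitochondrial positions 5351 to 6845 (7.61-fold, −log10 q 8.11). It was followed by an intron of Mdga2 on chromosome 12 at 67059329 to 67059635 (2.67-fold, −log10 q 4.37) and an intergenic site on chromosome 11 at 3119775 to 3119956 (3.47-fold, −log10 q 1.31), 73.6 kb from the start of Sfi1, the nearest protein-coding gene. All 8 mitochondrial regions of the WT FOXP3 list overlapped a region in each of the 3 other lists, as they did in 61 of 1000 random placements on mitochondrial DNA, where the other lists cover 36.5 to 72.8% of the bases. Of the 6857 bases in these 8 regions, 5785 were covered by every other list, against a mean of 2638 in the placements (95% range 1140 to 4133), and 0 of 1000 placements reached that number. The stretch of chromosome 1 at 24611535 to 24616188 aligned to mitochondrial positions 6390 to 11042 with 99.94% identity and 2 mismatches over 4654 bp, and it held 6 WT FOXP3, 4 KO FOXP3, 5 Treg Ku70 and 4 Tconv Ku70 regions.

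**Figure D2:**
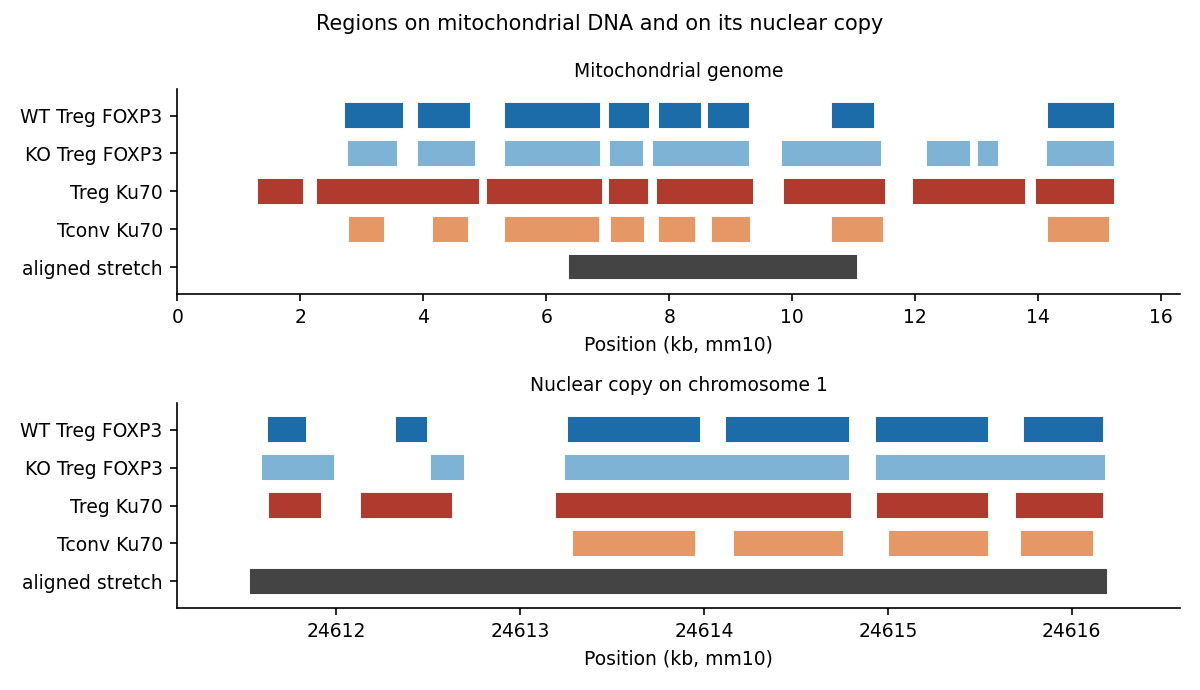
Regions of the 4 lists on the mitochondrial genome (upper map) and on its nuclear copy on chromosome 1 (lower map), by position in kb, with the aligned stretch in grey. All 8 WT FOXP3 regions on mitochondrial DNA have a counterpart in each other list.

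Ku70 occupancy of FOXP3-bound sites in Tregs was examined by the overlap of the WT FOXP3 list with the Treg Ku70 list. Of the 1751 FOXP3 regions, 42 overlapped a Ku70 region, which is 2.40% (1.78 to 3.23%). On assembled chromosomes 39 regions were shared, against a mean of 8.93 in 1000 random placements of the FOXP3 regions on the same chromosomes, a ratio of 4.37, and 0 of the 1000 placements reached the observed number (one-sided). On autosomes and X the ratio was 23.3, with 31 shared regions of 1712. Among the alternatives, the minimum −log10 q of 2 moved the share most, to 100%, on the 2 FOXP3 regions that remained. Of the 42 shared regions, 8 lay on mitochondrial DNA, 6 on its nuclear copy, 3 on unplaced contigs, 19 elsewhere at summits whose 31-base sequence occurred more than once in the genome, and 6 at single-copy summits. The 31 shared regions on autosomes and X had a multi-copy summit in 80.6% of cases, against 34.1% of the 1681 unshared regions (odds ratio 8.04, p = 1.95e-07, Fisher's exact test, two-sided). For regions with a single-copy summit, the overlap was 0.539% (0.247 to 1.17%), which was 7.16 times the mean of random placements, and 0 of 1000 placements reached it.

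The 3 strongest FOXP3 regions shared with Ku70 were the mt-Co1, mt-Co2 and chromosome 1 regions named above. Others were chosen after their values were seen. A region at Ttc41 and Fabp3-ps1 on chromosome 10, at 86732094 to 86732393 (3.25-fold), was the only region in all 4 lists on an assembled chromosome outside mitochondrial DNA and its nuclear copy, and its summit sequence occurred 2 times in the genome. The 6 shared regions with a single-copy summit lay on chromosome 17 at 23433679 to 23433895 (intergenic, nearest protein-coding start Vmn2r117), chromosome 15 at 77015666 to 77015997 (promoter, Mb), chromosome X at 33082566 to 33082746 (intergenic), chromosome 9 at 56260453 to 56260636 (promoter, Peak1 and Peak1os), chromosome 2 at 143456067 to 143456228 (intergenic) and chromosome 4 at 147745115 to 147745333 (promoter). Their fold enrichment ranged from 1.69 on chromosome 4 to 2.44 at Mb, and each had a −log10 q of 0. The WT FOXP3 list also overlapped the Tconv Ku70 list, at 33 regions or 1.89% (1.34 to 2.64%). With the Treg Ku70 list reduced to the size of the Tconv Ku70 list, the overlap with Treg Ku70 was 1.60% (1.11 to 2.30%), and these intervals overlapped. The FOXP3 list of Tregs without Ku70 also overlapped the Treg Ku70 list, at 32 of 544 regions or 5.88% (4.20 to 8.19%), a larger share than for WT. On autosomes and X this share was 3.46% (2.20 to 5.41%), against 1.81% (1.28 to 2.56%) for WT. At single-copy summits it was 1.23% (0.478 to 3.11%), against 0.539% for WT. In both of these settings the intervals overlapped.

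Ku70 binding was compared between Tregs and Tconv cells. Of the 5295 Treg Ku70 regions, 57 overlapped a Tconv Ku70 region, which is 1.08% (0.832 to 1.39%). The 48 shared regions on assembled chromosomes were 6.09 times the mean of random placements (7.88), and the ratio was 29.1 on autosomes and X, in both cases reached by 0 of 1000 placements. Among the alternatives, the minimum −log10 q of 2 moved the share most, to 20% of 10 regions. The 3 strongest shared regions were the mt-Co1, chromosome 1 and mt-Cytb regions of the Treg Ku70 list. A multi-copy summit was found in 71.4% of the 42 shared regions on autosomes and X and in 28.1% of the 5176 unshared regions (odds ratio 6.38, p = 8.83e-09, Fisher's exact test, two-sided). At single-copy summits 12 of 3731 regions were shared, which is 0.322% (0.184 to 0.561%) and 11.7 times the mean of random placements.

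The effect of Ku70 loss on FOXP3 binding was addressed by the overlap of the WT and KO FOXP3 lists. A region missing from the KO list was not listed there, which is not a measured reduction of signal. Of the 1751 WT regions, 40 overlapped a KO region, which is 2.28% (1.68 to 3.10%). On assembled chromosomes the 38 shared regions were 5.48 times the mean of random placements (6.93), and on autosomes and X the 30 shared regions were 211 times a mean of 0.142, with 0 of 1000 placements as high in either case. Among the alternatives, the minimum −log10 q of 2 moved the share most, to 50% of 2 regions. The 3 strongest shared regions were the WT mt-Co1, mt-Co2 and chromosome 1 regions. Multi-copy summits were no more frequent in shared than in unshared regions, at 30.0% of 30 and 35.1% of 1682 (odds ratio 0.793, p = 0.700, Fisher's exact test, two-sided). The 21 shared regions with a single-copy summit included introns of Rnf157 on chromosome 11 at 116377172 to 116377340 (3.40-fold), Lef1 on chromosome 3 at 131157547 to 131157730 (3.19-fold) and Bcl2 on chromosome 1 at 106612783 to 106612926 (3.04-fold), the strongest 3 of the 21, and these were chosen after their values were seen.

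**Figure D3:**
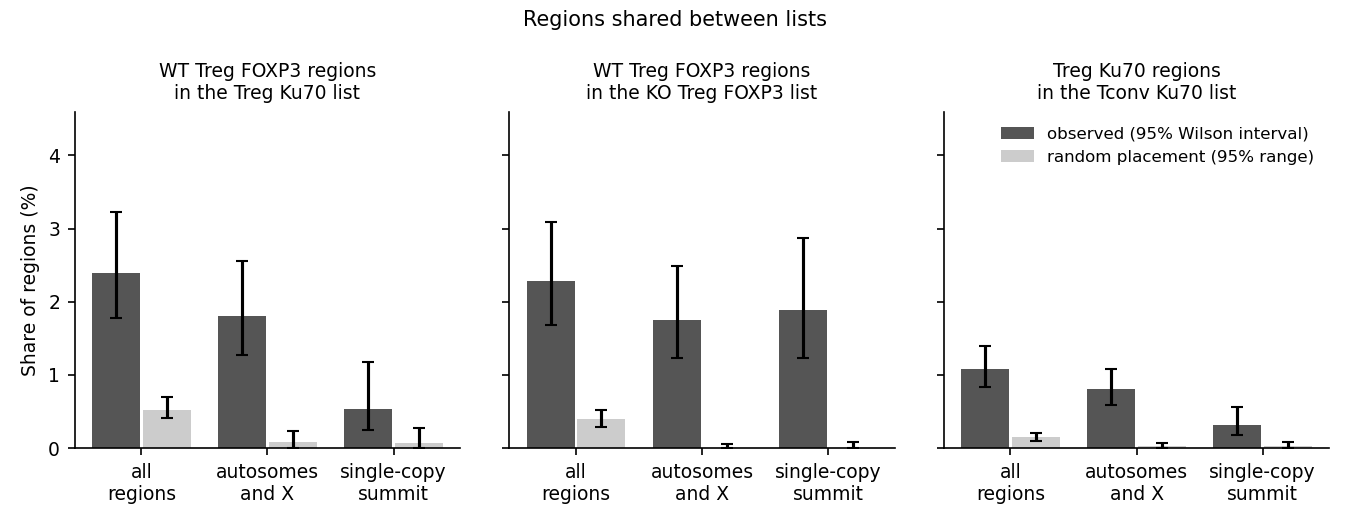
Share of the first list's regions (vertical axis, %) that overlap the second list, for all regions, for autosomes and X, and for single-copy summits there, with 95% Wilson intervals, beside the mean and 95% range of 1000 random placements. For all regions the observed shares were 2.40% for FOXP3 in Ku70, 2.28% for WT FOXP3 in KO FOXP3 and 1.08% for Treg Ku70 in Tconv Ku70.

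Whether FOXP3 regions missing from the KO list were Ku70 sites was then examined. Of the 1711 WT FOXP3 regions absent from the KO list, 27 overlapped a Treg Ku70 region, which is 1.58% (1.09 to 2.29%). Of the 40 WT regions present in the KO list, 15 did so, which is 37.5% (24.2 to 53.0%). The odds ratio was 0.0267 (p = 8.54e-16, Fisher's exact test, two-sided), so Ku70 overlap was rarer among the absent regions. With the Tconv Ku70 list it was 0.0177 (18 of 1711 against 15 of 40, p = 1.02e-17, same exact test). The difference was thus not particular to Ku70 in Tregs. Leaving out mitochondrial DNA, its nuclear copy, chromosome Y and unplaced contigs moved the Treg Ku70 odds ratio most, to 0.160 (p = 0.0503, same exact test). There 2 of 25 present regions overlapped Ku70, so most of the 15 lay in the parts left out. Neighbouring regions of mitochondrial DNA and its copy are not independent, as the test takes them to be. Among single-copy summits the odds ratio was 0.092 (p = 0.108, same exact test), with 5 of 1092 absent and 1 of 21 present regions in the Ku70 list. The strongest absent regions with a Ku70 overlap lay on an unplaced contig of chromosome 1, on chromosome 14 at 6637263 to 6637403 (intergenic, 2.48-fold, 14 copies of the summit sequence) and on chromosome 5 at 14981307 to 14981490 (promoter, 2.12-fold, 8 copies).

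At the level of genes, a gene was counted when a summit fell within it or 3 kb either side. FOXP3 regions in WT Tregs marked 975 genes and Treg Ku70 regions 2913 genes, and 319 genes had both, which is 32.7% of the FOXP3 genes (29.9 to 35.7%). Random placement gave a mean of 262.6 genes, and 0 of 1000 placements reached 319. Limited to protein-coding genes, 217 genes had both against a mean of 210.9, and 309 of 1000 placements reached that number. As a share these were 36.6% of the 593 protein-coding FOXP3 genes, against 27.9% in random placement (95% range 25.2 to 30.8%), which 0 of 1000 placements reached. Counting only transcription starts within 3 kb gave 67 genes with both, the largest change from 319 as a ratio, and the largest change as a difference came with nearest genes, given next. The nearest protein-coding gene of each region was also taken, a choice made after the overlaps of regions had been seen and the percentages of the study were known. By that rule 678 of 1365 FOXP3 genes were also Ku70 genes, 49.7% (47.0 to 52.3%), against 42.6% in random placement (95% range 40.3 to 44.6%). For Ku70, 489 of 3405 Treg genes, 14.4% (13.2 to 15.6%), were also Tconv genes, against 11.3% in random placement (10.6 to 12.1%). For FOXP3, 174 of 1365 WT genes, 12.7% (11.1 to 14.6%), were also KO genes, against 7.87% in random placement (6.88 to 8.95%). With single-copy regions only, the FOXP3 and Ku70 share was 40.4%, inside the 95% range of random placement (35.5 to 40.7%), although only 48 of 1000 placements reached it. The WT FOXP3 regions absent from the KO list marked 919 genes, of which 29.8% also had a Treg Ku70 region, against 22.1% in random placement. By nearest protein-coding gene they marked 1340 genes, of which 49.7% also had a Treg Ku70 region, against 42.5% in random placement.

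**Figure D4:**
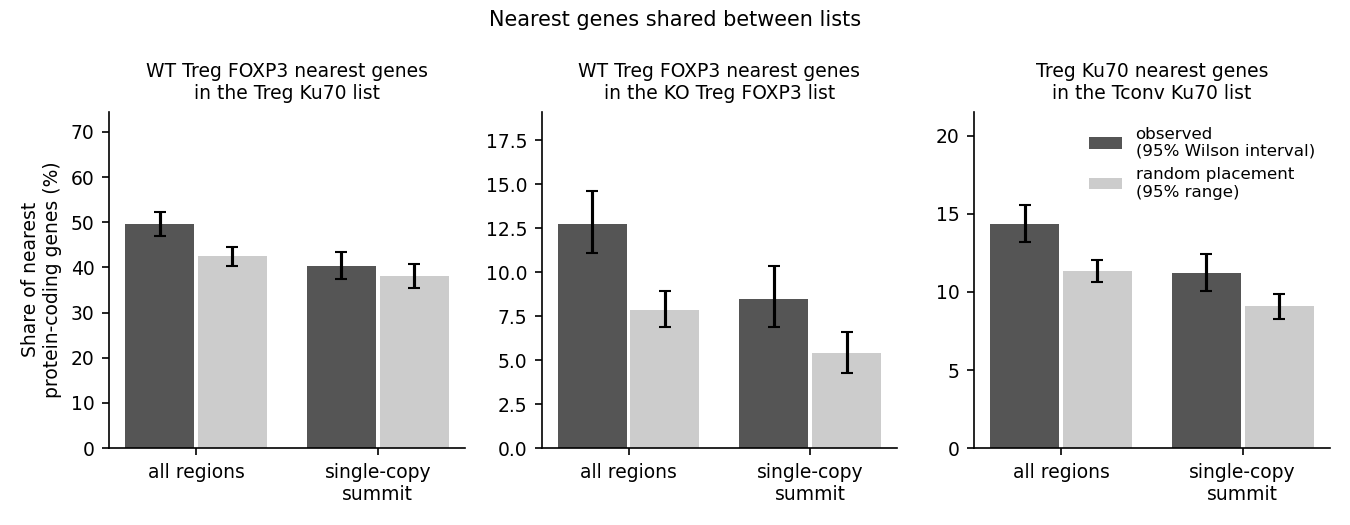
Share of the first list's nearest protein-coding genes (vertical axis, %, scaled separately in each panel) that are also nearest genes in the second list, with 95% Wilson intervals, beside the mean and 95% range of 1000 random placements. For FOXP3 genes in the Ku70 list, 49.7% were shared against 42.6% in random placement.

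Summits fell in promoters, within 3 kb of a transcription start, in 15.8% of WT FOXP3 regions (14.1 to 17.5%), against 16.3% in random placement. The promoter share was 20.5% for KO FOXP3 (17.3 to 24.1%; placement 17.2%, 23 of 1000 placements as high), 16.8% for Treg Ku70 (15.9 to 17.9%; placement 16.0%, 38 of 1000 as high) and 21.4% for Tconv Ku70 (19.5 to 23.4%; placement 16.3%, 0 of 1000 as high). Intergenic summits made up 50.8% of the WT FOXP3 list (placement 47.0%) and 37.1% of the Tconv Ku70 list (placement 46.7%). Among the alternatives, the minimum −log10 q of 2 moved the promoter share most, to 100% of the 2 WT FOXP3 regions. Chromosome X carried 1.29% of WT FOXP3, 1.35% of KO FOXP3, 1.32% of Treg Ku70 and 0.529% of Tconv Ku70 regions on autosomes and X, against 6.49% of the bases.

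The forkhead core TGTTTAC, 1 of the sequences sought as possible FOXP3 sites, lay within 50 bp of 1.51% of WT FOXP3 summits (1.03 to 2.21%) and in 1.45% of windows 1 kb upstream. The motif was at the summit only in 25 regions and upstream only in 24 (p = 1, exact two-sided sign test, adjusted p = 1 over 24 motif tests). KO FOXP3 summits had it in 1.88% against 2.44% upstream (exact p = 0.678), Treg Ku70 summits in 1.03% against 1.38% (exact p = 0.130) and Tconv Ku70 summits in 0.701% against 1.29% (exact p = 0.121). The wider core TRTTKAC moved the WT FOXP3 result most and was rarer at summits, at 3.08% against 5.52% upstream (p = 5.34e-04, adjusted p = 0.00411, exact sign test).

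None of the 17 genes chosen beforehand from the targets and expression changes named by the study had a FOXP3 region within 3 kb in WT or KO Tregs, and none had one within 50 kb. In random placement the mean number of these genes with a WT FOXP3 region within 3 kb was 0.725 (95% range 0 to 3), so 0 lay inside the range of placements, and the lists hold no signal below their threshold. Treg Ku70 regions were found at 3 of the 17 genes, a number reached by 356 of 1000 placements. They were Il2ra, with 3 regions on chromosome 2 at 11645550 to 11645853 (2.78-fold), 11647865 to 11648080 (1.85-fold) and 11678463 to 11678620 (2.41-fold), Ikzf2 on chromosome 1 at 69664027 to 69664169 (2.22-fold) and Cdyl2 on chromosome 8 at 116705720 to 116705859 (2.22-fold). Tconv Ku70 regions were also found at 3 genes, reached by 43 of 1000 placements: Ikzf2 at 69671081 to 69671284 (2.10-fold), Cdyl2 at 116674888 to 116675041 (2.59-fold) and Tnfrsf19 on chromosome 14 at 60976383 to 60976522 (2.81-fold). Widening the window to 50 kb moved these counts to 6 Treg and 5 Tconv genes.

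Shared regions were stronger than unshared ones by −log10 p, while the medians of −log10 q were 0 in every group compared. The median −log10 p was 2.57 for FOXP3 regions shared with Ku70 and 1.78 for unshared ones, 2.75 and 1.47 for Treg Ku70 regions shared or not with Tconv, and 2.87 and 1.78 for WT FOXP3 regions shared or not with KO. Of the 438 strongest WT FOXP3 regions, 34 were shared with Ku70, against 1 of the 438 weakest. By fold enrichment the shared Treg Ku70 regions had a median of 2.19 against 2.04, but on autosomes and X alone 2.01 against 2.04. Of the alternatives, −log10 p in place of −log10 q moved the difference most, to 1.28 for Ku70.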

Values the study reported

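The study reported that 46.48% of the FOXP3 peaks in Tregs coincided with Ku70 peaks. It reported that 86.53% of the Ku70 sites in Tregs were absent from Tconv cells. It also reported that 88.59% of the WT FOXP3 peaks were reduced in Tregs without Ku70, and that 34% of those were at gene loci that Ku70 occupied too.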

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

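The alternatives with single-copy summits, without the nuclear copy of mitochondrial DNA, with nearest genes, with genes on autosomes and X, with every summit counted, with −log10 p as strength and with strength on autosomes and X were chosen after seeing the data, as were autosomes and X alone for the genomic distribution, placement in the annotation class for genes, and TTTG repeats in regions with few masked bases. Of 214 values under alternatives, 135 kept their direction and their side of the threshold or stayed within the interval of the reported value, 55 moved, 11 became weaker, 7 became stronger and 6 reversed. In 5 of the 6 the reported value was itself not past the threshold. Leaving out each chromosome in turn moved none of 149 values beyond these limits. Without mitochondrial DNA, however, the ratio to random placement rose from 4.37 to 23.3 for FOXP3 and Ku70. It rose from 6.09 to 29.1 for Treg and Tconv Ku70 and from 5.48 to 211 for WT and KO FOXP3. In the same setting the odds ratio of Ku70 overlap in absent against present FOXP3 regions rose from 0.0267 to 0.0573. The cause of a change was not tested unless stated.

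A minimum −log10 q of 2 left 2 WT FOXP3, 4 KO FOXP3, 10 Treg Ku70 and 2 Tconv Ku70 regions, and these small numbers limit every value under it. The shares became 100% for FOXP3 in Ku70, 20% for Treg Ku70 in Tconv and 50% for WT FOXP3 in KO, with weaker ratios to random placement of 1.54, 2.02 and 1.02. Promoter shares became 100% for KO FOXP3 (weaker), 90% for Treg Ku70 (stronger) and 50% for Tconv Ku70, which reversed.

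A distance of 1 kb raised the FOXP3 share to 4.17% and the Ku70 share to 1.81%. Lists of equal size gave 1.60% for FOXP3 in Ku70, 2.12% for Ku70 and 5.88% for WT in KO FOXP3, and the Treg Ku70 list reduced to the size of the Tconv list gave 1.60%. The stronger part of each list gave 3.65% for WT in KO FOXP3. Sites without a Tconv Ku70 region gave 1.57% for FOXP3. Autosomes and X alone gave 0.805% for Ku70. Without the nuclear copy of mitochondrial DNA as well, the shares were 1.46% for FOXP3 in Ku70, 0.748% for Ku70 and 1.46% for WT in KO FOXP3, and the odds ratio of Ku70 overlap in absent against present FOXP3 regions weakened to 0.160. With single-copy summits the shares were 0.539% for FOXP3 and 0.322% for Ku70, and the odds ratio weakened to 0.092.

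Counting genes with a summit within 3 kb gave 32.7% for FOXP3 in Ku70, 10.7% for Ku70 and 11.5% for WT in KO FOXP3, and on autosomes and X 30.1%, 9.53% and 8.09%. Nearest protein-coding genes gave 49.7%, 14.4% and 12.7%, on autosomes and X 49.6%, 14.2% and 12.4%, and for single-copy regions 40.4%, 11.2% and 8.46%, where the FOXP3 and Ku70 ratio weakened to 1.05. Nearest genes of any type gave 24.4%, 6.95% and 5.66%. Genes with both proteins numbered 67 by transcription starts within 3 kb and 678 by nearest protein-coding gene, and the ratio weakened to 1.03 for protein-coding genes by count, while their share stayed above placement (36.6% against 27.9%).

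The promoter share of KO FOXP3, 20.5% against 17.2% in placement, was weaker in 4 alternatives, where more placements reached it, among them the minimum −log10 q of 2 (100% against 78.4%, 137 of 1000 as high). With protein-coding genes the excess was gone (11.3% against 11.2%). Within 1 kb (9.59% against 7.70%, 46 of 1000 as high) and on autosomes and X (19.0% against 15.8%, 27 of 1000 as high) an excess remained but no longer passed the threshold. Promoter shares were judged on both sides of placement, with the 5% split between them. The reported Treg Ku70 share (38 of 1000 as high) did not pass that threshold either. The promoter share of Treg Ku70 with protein-coding genes, 9.50% against 9.88% in placement, reversed to below placement. The promoter share of WT FOXP3 became 6.10% with protein-coding genes, now past the threshold below placement (10.2%). The core TRTTKAC gave 3.08% at WT FOXP3 summits, reversed to rarer than upstream, as did 100 bp windows (2.85% against 2.97%), TTTG repeats (0.872% against 1.63%) and TTTG repeats in regions with few masked bases (0.885% against 1.68%), of which only the wider core was past the threshold, and there was stronger depletion at Treg Ku70 (3.80%) and Tconv Ku70 summits (2.63%). For Tconv Ku70 the depletion was also stronger with 100 bp windows (1.75%), TTTG repeats (0.876%) and TTTG repeats in regions with few masked bases (1.02%). A 50 kb window gave 6 preset genes for Treg Ku70 and 5 for Tconv Ku70. The difference in strength of shared against unshared regions, 0 by −log10 q, was 0.422 (FOXP3 in Ku70), 0.154 (Ku70) and 0.576 (WT in KO FOXP3) by fold enrichment and 0.785, 1.28 and 1.09 by −log10 p. On autosomes and X it was 0.395, −0.0287 and 0.437 by fold enrichment, so the Ku70 difference changed sign, and 0.610, 1.07 and 0.660 by −log10 p.

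No paired analysis was possible because each list pools both replicates of its set, although the labels number the replicates. For the same reason, leaving out a replicate and a replicate block were not run. The odds ratio at a minimum −log10 q of 2 gave no value, with 1 absent and 1 present region. The lists hold no depth, and the summary of coverage that the study gives in its supplement was not used. The number of regions per list was therefore not corrected for depth, and absence from a list cannot be told from weak signal.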

Other observations

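The tests on the recurrence of mitochondrial regions across lists and on background common to the antibodies, with both of their measures, were chosen only after the result was seen, as were the comparison of the core with its backward reading and the alternatives with single-copy summits and nearest genes. The labels give no sex and no sequencing batch, and depth was not analysed here, so explanations by these were not tested.

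The 3 strongest regions of the WT FOXP3, KO FOXP3 and Treg Ku70 lists lay on mitochondrial DNA or on its copy on chromosome 1, while in the Tconv Ku70 list this held for the strongest region only. That all 8 mitochondrial WT FOXP3 regions had a counterpart in every other list decides little, since 61 of 1000 placements on mitochondrial DNA gave the same. Of their bases, 5785 were covered by every other list, against a mean of 2638 in the placements, which 0 of 1000 placements reached, so a candidate explanation is signal from mitochondrial DNA that does not depend on the antibody. The copy on chromosome 1 is 99.94% identical to mitochondrial DNA over 4654 bp, so its regions may hold mitochondrial reads placed there. A binding of both proteins to mitochondrial DNA was not tested.

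Sequence that occurs more than once in the genome may account for much of the overlap of FOXP3 with Ku70 regions beyond random placement, since shared regions had a multi-copy summit more often than unshared ones (odds ratio 8.04). Regions with a single-copy summit were still shared 7.16 times more often than in random placement, on 6 regions. Those placements were not limited to single-copy positions, and sequence beside a single-copy summit can be repeated. The region on chromosome X, for example, had 100% masked bases. Repeated sequence as the whole cause is therefore not excluded. Of these 6, 16.7% (3.00 to 56.4%) had a near-identical alignment elsewhere in the reference, against 13.5% of unshared regions. With so few regions a role of near copies and Ku70 occupancy of FOXP3 sites cannot be told apart. The Ku70 regions with single-copy summits shared between Tregs and Tconv cells exceeded random placement by 11.7 times. Of the 12 regions, 66.7% had a near-identical alignment elsewhere in the reference, against 8.50% of unshared regions (p = 4.44e-06, Fisher's exact test, two-sided). Near-identical copies could contribute here, but alternate versions of the same locus were not separated from them.

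The overlap of WT with KO FOXP3 regions had another character. Multi-copy summits were not enriched in it (odds ratio 0.793). Near-identical alignments elsewhere in the reference were found for 14.3% of the 21 shared single-copy regions, against 17.5% of unshared ones. These 21 regions exceeded random placement by 208 times. Of the single-copy WT FOXP3 regions, 20 were listed for KO FOXP3 only and 5 for Treg Ku70 only, although the Ku70 list is the longer one (p = 0.00408, exact two-sided sign test), which argues against a background common to all antibodies as the only cause. As a part of the cause it stays open, since 4.76% (0.846 to 22.7%) of the 21 regions overlapped a Treg Ku70 region, against 0.458% of the single-copy regions absent from the KO list (p = 0.108, Fisher's exact test, two-sided). Other open explanations are FOXP3 binding that remains without Ku70, background of the FOXP3 antibody, and features of a batch or of its input that both FOXP3 sets share. The wider forkhead core lay within 100 bp of 4 of the 21 summits, but with the core at the summit only in 4 regions and upstream only in 1, the exact two-sided sign test (p = 0.375) is unable to pass 0.05 whatever the outcome and decides nothing. These explanations cannot be told apart with so few regions and without batch labels.

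The overlaps counted by nearest gene were far larger than those counted by region. Random placement gave 42.6% for FOXP3 and Ku70, 11.3% for Treg and Tconv Ku70 and 7.87% for WT and KO FOXP3, which is most of the observed 49.7%, 14.4% and 12.7% but below each of them. For FOXP3 and Ku70, multi-copy sequence may explain the excess, since with single-copy regions the share was 40.4%, inside the 95% range of placements, although this is a narrow call, as only 48 of 1000 placements reached it. For Ku70 (11.2%, placement 9.09%) and for WT and KO FOXP3 (8.46%, placement 5.43%) an excess stayed with single-copy regions. The placements were not limited to single-copy positions, so multi-copy sequence as the whole cause is not excluded by this. A shared local preference for certain genes was not tested.

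The FOXP3 regions that overlapped Ku70 in Tregs made up 2.40% of the WT list. This is lower than the share in the study. Of the WT FOXP3 regions absent from the KO list, 1.58% overlapped a Ku70 region. This is also lower than the share in the study, which was given for gene loci and not for overlapping regions. Whether the deposited lists are the peak set behind the shares of the study could not be checked. Counted by genes within 3 kb of a region, the share was 32.7% for FOXP3 genes in Ku70 and 29.8% for genes of WT FOXP3 regions absent from the KO list. Counted by nearest protein-coding gene it was 49.7% and 49.7%, so neither rule came close to both shares in the study. For the other comparisons of the study, nearest genes gave 14.4% of Treg Ku70 genes in Tconv and 12.7% of WT FOXP3 genes in KO, and genes within 3 kb gave 10.7% and 11.5%. The shares left unshared are near those of the study, although random placement also left most genes unshared, with 11.3% and 7.87% in common by nearest gene. The methods of the study annotate peaks to genes with annotatePeak for overlaps and compare signal tracks between conditions to find changed peaks. That tool was not run here, where the gene rules above were used instead, and signal tracks were not compared. The gene rules were tried with the values of the study known, and several were tried, so closeness of one of them is weak evidence.

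Chromosome X carried fewer regions than its length would give, in each of the 4 lists. Its share of unmasked bases on autosomes and X was 5.18%, far above the share of regions (0.529 to 1.35%), which argues against repeat content as the cause. No biological explanation was tested, and the sex of the animals is not in the labels.

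The wider forkhead core was rarer at WT FOXP3 summits than upstream. Read backwards, with the same bases, it was not rarer (7.38% against 6.74%, exact two-sided sign test p = 0.511), and the core differed from its backward reading (odds ratio 0.494, p = 0.00134, adjusted p = 0.00534 over the 4 lists, Fisher's exact test, two-sided), which argues against the share of single bases as the cause in this list. In the other lists the backward reading was rarer at the summits, at 6.58% against 8.46% for KO FOXP3 (exact p = 0.295), 7.99% against 8.95% for Treg Ku70 (exact p = 0.0870) and 5.72% against 7.71% for Tconv Ku70 (exact p = 0.0239). Set against its backward reading by the same Fisher test, the core had an odds ratio of 1.14 for KO FOXP3 (p = 0.727), 0.767 for Treg Ku70 (p = 0.0290, adjusted p = 0.0579) and 0.646 for Tconv Ku70 (p = 0.0582, adjusted p = 0.0776). The Ku70 lists lean the same way as WT FOXP3, but not past the threshold after adjustment, so base composition stays open there. Longer sequence features and biological explanations were not tested. In the WT FOXP3 list as a whole the narrow core was about as frequent upstream as at the summits. Windows downstream were not tested. For WT FOXP3 they held the narrow core in 1.28%, against 1.51% at the summits, but with 100 bp windows in 2.91% against 2.85%. The wider core (4.71% against 3.08%) and TTTG repeats (1.74% against 0.872%) were more frequent downstream of WT FOXP3 summits than at them. For KO FOXP3 the narrow core (0.564% against 1.88%) and the wider core (3.2% against 5.26%) were rarer downstream, and TTTG repeats were not (1.32% against 0.940%). The downstream values thus go both ways, and enrichment for sequences that FOXP3 binds stays open.

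Regions also gathered in a few places. The 10 densest bins of 1 Mb over the 4 lists held 6.05% of WT FOXP3, 7.54% of KO FOXP3, 4.17% of Treg Ku70 and 14.0% of Tconv Ku70 regions, and 91.5%, 75.6%, 85.1% and 83.7% of these had multi-copy summits. Summits on autosomes and X were multi-copy in 35.0%, 37.3%, 28.5% and 32.8% of the lists in the same order, against 16.4%, 16.4%, 15.5% and 15.5% of randomly placed positions.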
